# Phylogenetic Patterns in the Microbial Response to Resource Availability: Amino Acid Incorporation in San Francisco Bay

**DOI:** 10.1371/journal.pone.0095842

**Published:** 2014-04-21

**Authors:** Xavier Mayali, Peter K. Weber, Shalini Mabery, Jennifer Pett-Ridge

## Abstract

Aquatic microorganisms are typically identified as either oligotrophic or copiotrophic, representing trophic strategies adapted to low or high nutrient concentrations, respectively. Here, we sought to take steps towards identifying these and additional adaptations to nutrient availability with a quantitative analysis of microbial resource use in mixed communities. We incubated an estuarine microbial community with stable isotope labeled amino acids (AAs) at concentrations spanning three orders of magnitude, followed by taxon-specific quantitation of isotopic incorporation using NanoSIMS analysis of high-density microarrays. The resulting data revealed that trophic response to AA availability falls along a continuum between copiotrophy and oligotrophy, and high and low activity. To illustrate strategies along this continuum more simply, we statistically categorized microbial taxa among three trophic types, based on their incorporation responses to increasing resource concentration. The data indicated that taxa with copiotrophic-like resource use were not necessarily the most active, and taxa with oligotrophic-like resource use were not always the least active. Two of the trophic strategies were not randomly distributed throughout a 16S rDNA phylogeny, suggesting they are under selective pressure in this ecosystem and that a link exists between evolutionary relatedness and substrate affinity. The diversity of strategies to adapt to differences in resource availability highlights the need to expand our understanding of microbial interactions with organic matter in order to better predict microbial responses to a changing environment.

## Introduction

Microbes dominate the biomass and biogeochemical activity of aquatic environments on a global scale [1]. Niche differentiation for resource acquisition, among other factors, allows the co-existence of a high diversity of aquatic microbes in the same volume of water, as different organisms are adapted to utilize the same resources but at different concentrations [2]. For example, ammonium and phosphate uptake at micromolar concentrations is dominated by larger organisms (mostly eukaryotes), whereas at nanomolar concentrations, organisms smaller than 1 micron (bacteria and archaea) dominate uptake [3]. A similar phenomenon has been described in marine ammonia oxidizing communities, where ammonia-oxidizing bacteria dominate activity at higher ammonium concentrations and ammonia-oxidizing archaea dominate activity at lower concentrations [4]. Niche differentiation likely also occurs at lower taxonomic levels; for example some microbial phyla appear to respond differently to varying concentrations of leucine, in particular during different stages of an algal bloom [5].

Niche differentiation may occur because most aquatic microbes acquire nutrients from their environment one molecule at a time through substrate-specific transporters often coupled with cell-bound extracellular enzymes that interact directly with dissolved substrates on a molecular level [6]. Different transporters have substrate-binding efficiencies adapted to different concentrations [7], allowing microorganisms to respond to the resource patchiness of seawater [8]. In the context of both inorganic and organic nutrient acquisition, microbes have been classified into two main guilds with respect to their adaptation to substrate concentrations: oligotrophs and copiotrophs [9], the latter also referred to as opportunitrophs [2]. Oligotrophs are generally small cells with small genomes, are characterized by slow, steady growth, and numerically dominate in low nutrient environments such as sub-tropical oceanic gyres [10]. Copiotrophs, with larger cells and more extensive genomes [11], subsist on a feast-or-famine approach (fast growth interspersed with inactivity) and numerically dominate in high nutrient coasts and estuaries. While the use of these two terms has been quite beneficial for our conceptual understanding of microbial biogeochemical cycling, a more nuanced theoretical framework is needed to reflect the complexity of resource heterogeneity in nature [6]. For example, we might consider that trophic strategy is distributed on a continuum between oligotrophy and copiotrophy, with several intermediate states. An improved understanding of trophic strategies is important to reliably predict microbial responses to changes in resource availability likely to be caused by anthropogenic forces such as eutrophication and pollution.

Here, we expand on the classification scheme of oligotroph vs. copiotroph to more fully categorize the range of microbial substrate utilization strategies that enable microbes to co-exist through trophic niche differentiation. To develop these categories, we tested how microbial taxa responded in their incorporation of amino acids (AAs), organic substrates commonly utilized by aquatic microorganisms [12], [13]. A number of previous studies (using bulk methods) have shown that AAs provide a large fraction of C and N requirements to aquatic bacterial communities [14], [15]. Subsequent studies, with more modern techniques, have shown evidence that dominant marine taxa (such as SAR11) have the genetic capability to uptake AAs [16], [17] and express them [13], [18], and incubation experiments have validated these hypotheses with cell-specific methods [19], [20]. To quantify AA incorporation at three different concentrations, we used Chip-SIP, a high-throughput method of quantifying taxon-specific incorporation of stable isotope labeled substrates [21]. Our results revealed a relatively high degree of complexity in the microbial community response to varying AA concentrations, and suggest that substrate affinity may be an evolutionarily conserved trait.

## Materials and Methods

### Incubation of Field Samples

Surface water was collected at the public pier in Berkeley, CA USA (37°51′46.67″N, 122°19′3.23″W) on 03/17/2011 and brought back to the laboratory within one hour in a cooler. No specific permissions were required for collection of seawater at this location and our studies did not involve endangered or protected species. Glass bottles (500 ml) were filled without air space and dark incubated at 14°C. Samples were incubated in triplicate bottles with 5 µM (High), 500 nM (Medium), and 50 nM (Low) mixed amino acids (99 atm % ^15^N labeled; Omicron Biochemicals Inc., South Bend, IN, USA), collected by filtration after 12 hrs and frozen at −80°C. RNA extracts from triplicate incubations were combined and hybridized to a system-specific high-density 16S microarray (see description below) and subsequently analyzed by isotopic imaging with a nano secondary ion mass spectrometer (NanoSIMS 50, Cameca, France). RNA extracts from all three treatments (H = High, M = Medium, and L = Low) were combined for fluorescent labeling (see below) in order to compare the three concentration treatments to one another.

### RNA Extraction and Labeling

The RNA samples were separately analyzed for fluorescence (with a microarray scanner) and isotopic enrichment (with the NanoSIMS), because fluorescence labeling causes dilution of the isotopic signal. RNA from frozen filters was extracted with the RNEasy kit according to manufacturer’s instructions (Qiagen, Hilden, Germany). Alexafluor 532 labeling was done with the Ulysis kit (Life Technologies, Carlsbad, CA, USA) on the samples for fluorescent labeling for 10 min at 90°C (2 µL RNA, 10 µL labeling buffer, 2 µL Alexafluor reagent), followed by fragmentation. All RNA (fluorescently labeled or not) was fragmented using 1X fragmentation buffer (Affymetrix, Santa Clara, CA, USA) for 10 min at 90°C and concentrated by isopropanol precipitation to a final concentration of 500 ng µL^−1^.

### Microarray Hybridization and NanoSIMS

A phylogenetic microarray designed to target San Francisco Bay microbial communities (Figure S3, Table S1) included probes specific to ribosomal RNA operational taxonomic units (OTUs) as well as more general probes targeting the three domains of life (Bacteria, Archaea, Eukarya), two abundant marine bacterial orders (*Alteromonadales* and *Rhodobacterales*) and the genus *Polaribacter* [21]. Due to the variability in 16S diversity in different parts of the 16S phylogeny, there was no standard % similarity or taxonomic classification (genus, species, strain, etc.) that we could use to describe the lowest phylogenetic level targeted by the array. In general, taxa were targeted at the lowest possible phylogenetic level, subordinate to the genus level. To synthesize the microarrays, glass slides coated with indium-tin oxide (ITO; Sigma-Aldrich, St. Louis, MO, USA) were coated with silane Super Epoxy 2 (Arrayit Corporation, Sunnyvale, CA, USA) to provide a starting matrix for DNA synthesis. Custom-designed microarrays (spot size = 17 µm) were synthesized using a photolabile deprotection strategy [22] on the LLNL Maskless Array Synthesizer (Roche Nimblegen, Madison, WI, USA). Reagents for synthesis were delivered through an Expedite system (PerSeptive Biosystems, Framingham, MA, USA). For array hybridization, RNA samples (1 µg) in 1X Hybridization buffer (Roche Nimblegen, Madison, WI, USA) were placed in Nimblegen X4 mixer slides and incubated inside a Maui hybridization system (BioMicro Systems, Salt Lake City, UT, USA) for 18 hrs at 42°C and subsequently washed according to the manufacturer’s instructions (Roche Nimblegen, Madison, WI, USA). Arrays with fluorescently labeled RNA were imaged with a Genepix 4000B fluorescence scanner (Molecular Devices, Sunnyvale, CA, USA) at pmt = 650 units. Secondary ion mass spectrometry (SIMS) analysis of microarrays hybridized with ^15^N rRNA was performed at LLNL with a Cameca NanoSIMS 50 (Cameca, Gennevilliers, France). A Cs+ primary ion beam was used to enhance the generation of negative secondary ions. Nitrogen isotopic ratios were determined by electrostatic peak switching on electron multipliers in pulse counting mode, measuring ^12^C^14^N^−^ and ^12^C^15^N^−^ simultaneously. More details of the instrument parameters are provided elsewhere [21]. Ion images were stitched together and processed to generate isotopic ratios with custom software (LIMAGE, L. Nittler, Carnegie Institution of Washington). Isotopic ratios were converted to delta (permil) values using δ = [(R_meas_/R_standard_) –1]×1000, where R_meas_ is the measured ratio and R_standard_ is the ratio measured in unhybridized locations of the sample. All fluorescence and NanoSIMS data have been deposited to NCBI’s Gene Expression Omnibus archive under record number GSE56119.

### Data Analyses

For each phylotype, isotopic enrichment of individual probe spots was plotted versus probe fluorescence and a linear regression slope was calculated. This slope (permil/fluorescence), which we refer to as the hybridization-corrected enrichment (HCE), is a metric that can be used to compare the relative incorporation of a given substrate by different taxa, or the relative incorporation by one taxon across different treatments [21]. Two procedures were carried out to assign phylotypes to guilds according to AA incorporation patterns. First, taxa were assigned to groups based on activity level, defined by HCE values for a single concentration. We note that this assignment does not take into consideration the response to different substrate concentrations. The HCE values at a single concentration followed a lognormal distribution with a small number of high values and mostly low to intermediate values (Fig. S1a). 

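At the high concentration, 102 of the 105 probe sets had a positive HCE. The positive values had a skewness of 2.86, most sets lying low and a few, led by the probe set for Rhodobacterales, far above them. On the scale of permil per unit of fluorescence, the median over all sets was 0.0202. On the log10 scale the skewness was −0.622, so the longer tail then lay on the low side. The Shapiro-Wilk test departed from normality for the values themselves (n = 102 sets, p = 1.79e-12) and, less strongly, for their logarithms (n = 102 sets, p = 0.0017). At the medium concentration the logarithms of 104 positive values had a skewness of −0.915 (n = 104, p = 9.28e-06), and at the low concentration those of 99 positive values had a skewness of −0.390 (n = 99, p = 0.0183). Probe sets are not independent of one another, because broad sets cover the organisms of narrow ones.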

While the distribution of HCEs represents a continuum of activity, for simplicity we aimed to separate taxa into two groups: the first with high activity and the second with low activity. We set the cutoff response to distinguish highly active and less active taxa at a value of 50% of the maximum, which corresponded to a local high in the percent change along the distribution (Fig. S1b). The second procedure to assign phylotypes to trophic guilds involved the examination of individual taxa and their incorporation response (i.e., HCE values) under the three different concentrations (H, M, L) tested. For each taxon, we used an analysis of covariance (ANCOVA with a standard least squares model) to determine if concentration (or concentration and fluorescence together in a nested test) had a significant effect on isotopic enrichment (p<0.05), with the null hypothesis being no concentration effect (H≈M≈L). This procedure tested whether the slope of enrichment/fluorescence (HCE) or the y-intercept (isotopic enrichment) were significantly different for the different substrate concentrations. For each taxon, if the ANCOVA was not significant, it meant that the Null hypothesis (H≈M≈L) was not rejected (treatment H/M/L had no effect on the relationship between fluorescence and enrichment). If the ANCOVA was significant, then it means that at least 1 of the 3 treatments had a significant effect on isotopic enrichment. In theory, all the possibilities were: H>M, H>L, M>L, L>H, L>M, and/or M>H. However, since lower substrate concentrations should not lead to higher isotope incorporation, the actual possibilities were H>M∼L, H∼M>L, or H>M>L. With a post-hoc test, we examined each ANCOVA result (for each taxon) individually to find out which treatments were significantly different. We did not find any taxa that showed the pattern H>M∼L, thus the only trophic strategies identified were the Null hypothesis (H≈M≈L), H>M>L and H≈M>L.

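Of the 105 probe sets, 3 followed the pattern H>M≈L when each pair of concentrations was compared by a test of 2 separate regression lines against 1 common line. They were margrpA, the broad set for Marine Group A, with HCE of 0.0183 at low, 0.0281 at medium and 0.0477 at high (H against M, n = 25 probes, p = 0.0211), actino_1 of the Actinobacteria (n = 25, p = 0.00253) and flavo_2 of the Bacteroidetes (n = 25, p = 4.54e-06). In another 12 sets the lines differed among concentrations without fitting any of these patterns. The Roseobacter set roseo_2 was one of them: its HCE was 0.0139 at low (SE 0.00687), 0.00323 at medium (SE 0.0116) and −0.00032 at high (SE 0.0126). The flavobacterial set flavo_5 was another, with an HCE of −0.00271 at high against 0.0245 at medium (slopes alone, n = 25, p = 0.0323). In flavo_3 the lines at high and medium differed (n = 25, p = 9.71e-12) while the slopes, 0.0132 and 0.0221, did not (n = 25, p = 0.194). With slopes alone, H against M did not pass in margrpA (n = 25, p = 0.0871), actino_1 (n = 25, p = 0.129) or flavo_2 (n = 25, p = 0.371). These 6 sets were singled out after their values were seen.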

HCE values for each treatment were normalized to the sum of the HCE values for the three concentration treatments and were plotted on a barycentric ternary diagram (taxa not isotopically enriched were not plotted). Trophic strategies were mapped onto a maximum parsimony phylogenetic tree of representative 16S sequences targeted by the array to examine the phylogenetic distribution of these traits. To statistically test the phylogenetic distribution of trophic strategy on the tree, individual characters states were randomly reshuffled 1000 times, and for each reshuffling, a parsimony score (number of character state changes) was calculated. This was carried out with the software package Mesquite [23]. The parsimony score of the real character distribution was compared to this null distribution with an F-Test.

## Results and Discussion

### Establishment of Discrete Categories of Functional Responses to Resource Availability

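Microbial communities from San Francisco Bay surface water received a mixture of amino acids labelled with the heavy nitrogen isotope at 50 nM (low), 500 nM (medium) or 5 µM (high) for 12 h at 14 °C in the dark, and 97 of the 105 probe sets analysed here were enriched at 1 or more of the concentrations. Enrichment was found in 78 sets at low, 90 at medium and 90 at high, and in 71 sets at all 3. In Chip-SIP, RNA hybridises to short DNA probes for ribosomal RNA on a conductive slide, and a NanoSIMS ion probe measures the isotope ratio of each probe spot, given as delta permil relative to unhybridised locations of the same array. A brighter probe holds more target RNA and so shows more label. HCE, the slope of permil on fluorescence over the 25 probes of a set, therefore compares taxa at unequal abundance. A set was counted as enriched here when its HCE minus 2 standard errors was above 0.
The RNA of 3 bottles was pooled at each concentration before hybridisation, so there is 1 isotope array per concentration and the spread between bottles is not measured. Standard errors and tests are over the probes of a set and compare these hybridisations, not independent incubations. Median permil over the 2625 probes was 40.3 at low, 37.9 at medium and 48.6 at high. The sample labels give 1 fluorescence array for medium and high together and another for low, whereas the methods say that RNA of all treatments was combined for fluorescent labeling. Fig. 2 plots the low points at a fluorescence of their own, so the low array was used for low and the other array for medium and high. The low array was brighter, with a median ratio over probes of 1.35 (quartiles 1.20 and 1.54), and this ratio enters every comparison of low with the other concentrations. The deposited intensities and permil values were used without background correction or scaling. Identical probe sequences occur in 55 pairs of spots in different sets. From these pairs, a single spot had a technical SD of 22.8 permil at low, 30.8 at medium and 27.6 at high.

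**Figure D1:**
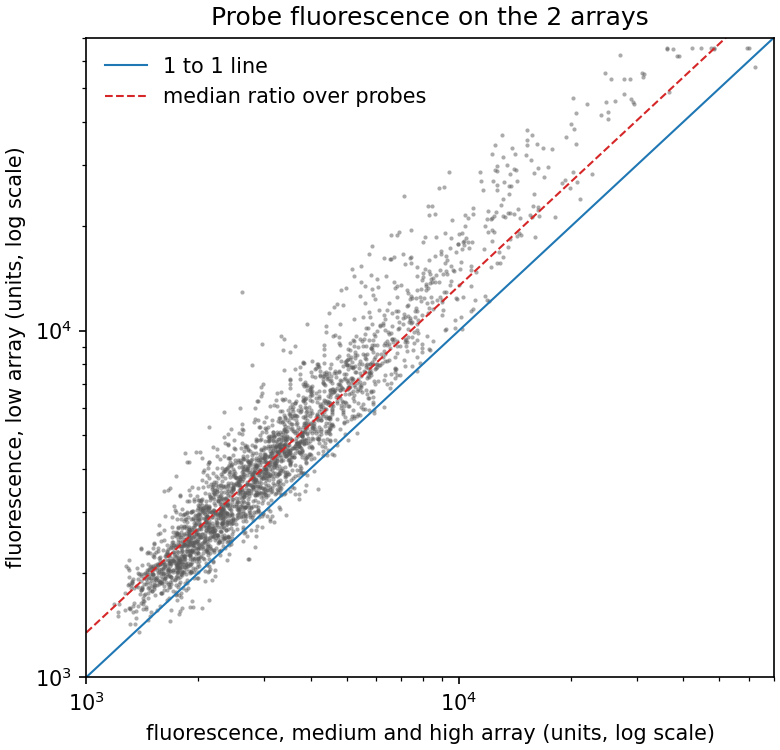
Fluorescence of each of the 2625 probes on the medium and high array (x axis, log scale) and on the low array (y axis, log scale), in scanner units, with the 1 to 1 line and a dashed line at the median ratio. Of the probes, 96.5% lie above the 1 to 1 line.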

In our initial analysis, we restricted our examination of the data to pairwise comparisons of two concentrations to start developing a classification scheme for microbial response to varying substrate concentrations (Fig. 1). 

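The probe sets with the highest HCE at high included members of several bacterial groups. Behind the sets for Rhodobacterales, roseo_5 and roseo_1 came alpha_12, the Gamma Proteobacteria set gamma_14, the flavobacterial set flavo_9, gamma_17 at 0.0564 and the Roseobacter set roseo_6 at 0.0553. At low they stood in another order. The Roseobacter set roseo_6 had 0.0193 (SE 0.00604) there, alpha_12 had 0.0150 (SE 0.000906) and gamma_14 had 0.00770 (SE 0.00117), while gamma_17 had 0.00314 (SE 0.000991) and flavo_9 had 0.00213 (SE 0.00139), the last not enriched. Across probe sets, HCE at medium and at high had a Pearson r of 0.880 and a Spearman rho of 0.746 (each with a permutation p of 1e-05). HCE at low and at medium had a Pearson r of 0.761 (permutation p = 1e-05) and a Spearman rho of 0.409 (permutation p = 4e-05). A permutation p of 1e-05 is the smallest that 100000 permutations can give. Medium and high share a fluorescence array and low does not. With the low array for all concentrations, added after the data were seen, the correlation r was 0.824 for medium and high and 0.747 for low and medium, and with the other array it was 0.815 for low and medium.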

Generally, incorporation at high substrate concentrations was weakly but significantly correlated to incorporation at low concentration, meaning that rRNA phylotypes with high activity at the high substrate concentration also had high activity at the low concentration (and vice-versa). This is exemplified by statistically significant linear regression analyses (e.g. R^2^ = 0.62, p<0.0001 for H vs. L; black line in Fig. 1). This initial analysis delineated two groups of organisms: the first exhibited high isotopic incorporation (i.e. high activity), and the other group lower isotopic incorporation (i.e. lower activity). 

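Over the 105 probe sets, HCE at high and at low had an R2 of 0.566 (Pearson r = 0.752, permutation p = 1e-05) and a Spearman rho of 0.473 (permutation p = 1e-05). The regression slope was 1.97 (SE 0.170) in HCE at high per unit of HCE at low. Benjamini-Hochberg adjustment over the 3 pairs of concentrations gave 1e-05 for this Pearson r and 1.5e-05 for the Spearman rho. R2 was 0.322 on log10 values, over the 97 sets positive at both, and 0.622 with the low fluorescence array for all concentrations. Without the 4 sets over 50% of the maximum at high, it was 0.125 and the Spearman rho 0.410, still past the test (permutation p = 0.00028 and 3e-05). Without the 2 sets farthest from the median HCE at low, the correlation r was 0.484. Probe sets are not independent replicates of one another.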

We considered taxa to exhibit high activity if their measure of isotopic incorporation was more than 50% of the highest incorporation recorded for a given concentration (Fig. S1). In this set of experiments, all highly active taxa (4) were members of the *Rhodobacteriaceae*, represented by probe sets targeting 3 taxa and the family more broadly. These marine bacteria belong to a subclade of the Alpha Proteobacteria, play key biogeochemical roles in the ocean [24] and are believed to be substrate generalists [25]. 

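Of the 4 most active probe sets, 2 are named for the Roseobacter lineage of the Alpha Proteobacteria, abundant marine heterotrophs, and 1 for Rhodobacterales, the order that holds it. These 4 had an HCE at high over 50% of the maximum. The maximum, 0.141, belonged to rhodobacter, the broad set for Rhodobacterales, followed by roseo_5 at 90.5% of the maximum, roseo_1 at 65.2% and alpha_12 at 51.3%. The set alpha_12 is named in the probe list for the Alpha Proteobacteria without a family. HCE at high was 0.128 (SE 0.0109) in roseo_5, 0.0922 (SE 0.00351) in roseo_1 and 0.0726 (SE 0.00614) in alpha_12, and the last lies within its standard error of the 50% mark of 0.0707.

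**Figure D2:**
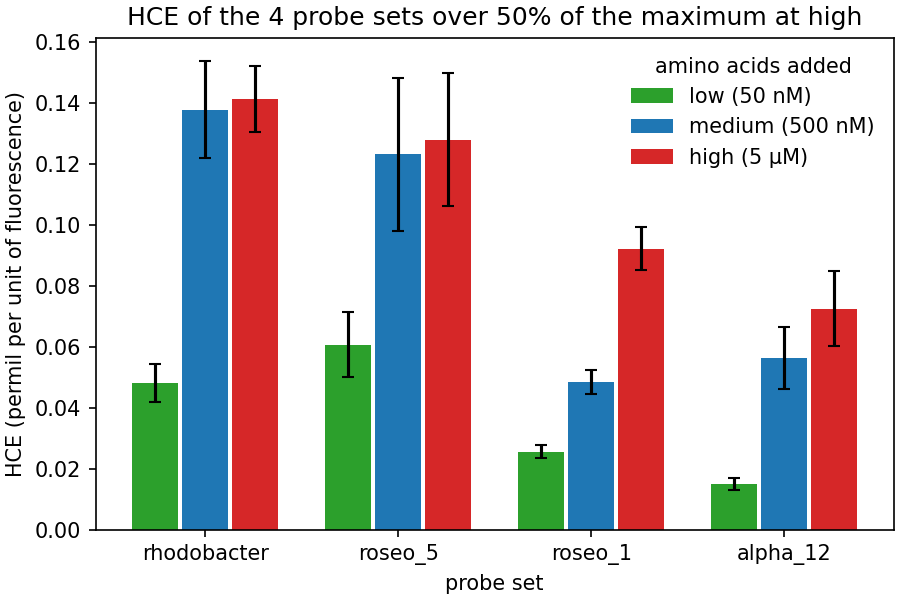
HCE in permil per unit of fluorescence (y axis) of the 4 probe sets over 50% of the maximum at high, at 50 nM, 500 nM and 5 µM amino acids. Bars are slopes over 25 probes and error bars are 2 standard errors of the slope. The HCE of roseo_1 is 0.0256 at low, 0.0485 at medium and 0.0922 at high.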

We note that relatively few taxa were classified as highly active (4 out of 107) based on our 50% cutoff criterion, in agreement with the theory that only a few members of a microbial community are very active at any one time [26]. It is unlikely that this result was caused by bottle effects [27] or selection of taxa during batch culture incubations [28], as previous work has shown that marine communities incubated in bottles for extended periods become dominated by *Alteromonadales* [29], not *Rhodobacteriaceae*.

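The number of probe sets over 50% of the maximum was 2 of 105 at low, 2 at medium and 4 at high. At low the highest HCE belonged to roseo_5, at 0.0607 (SE 0.00535), and rhodobacter followed with 79.3% of it. At medium the order was turned, with rhodobacter highest and roseo_5 at 89.4% of it. The set roseo_1, over the mark at high, reached 42.2% of the maximum at low and 35.2% at medium. Most sets lay far lower: the upper quartile of HCE was 0.00863 at low, 0.0241 at medium and 0.0298 at high.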

**Figure 1:**
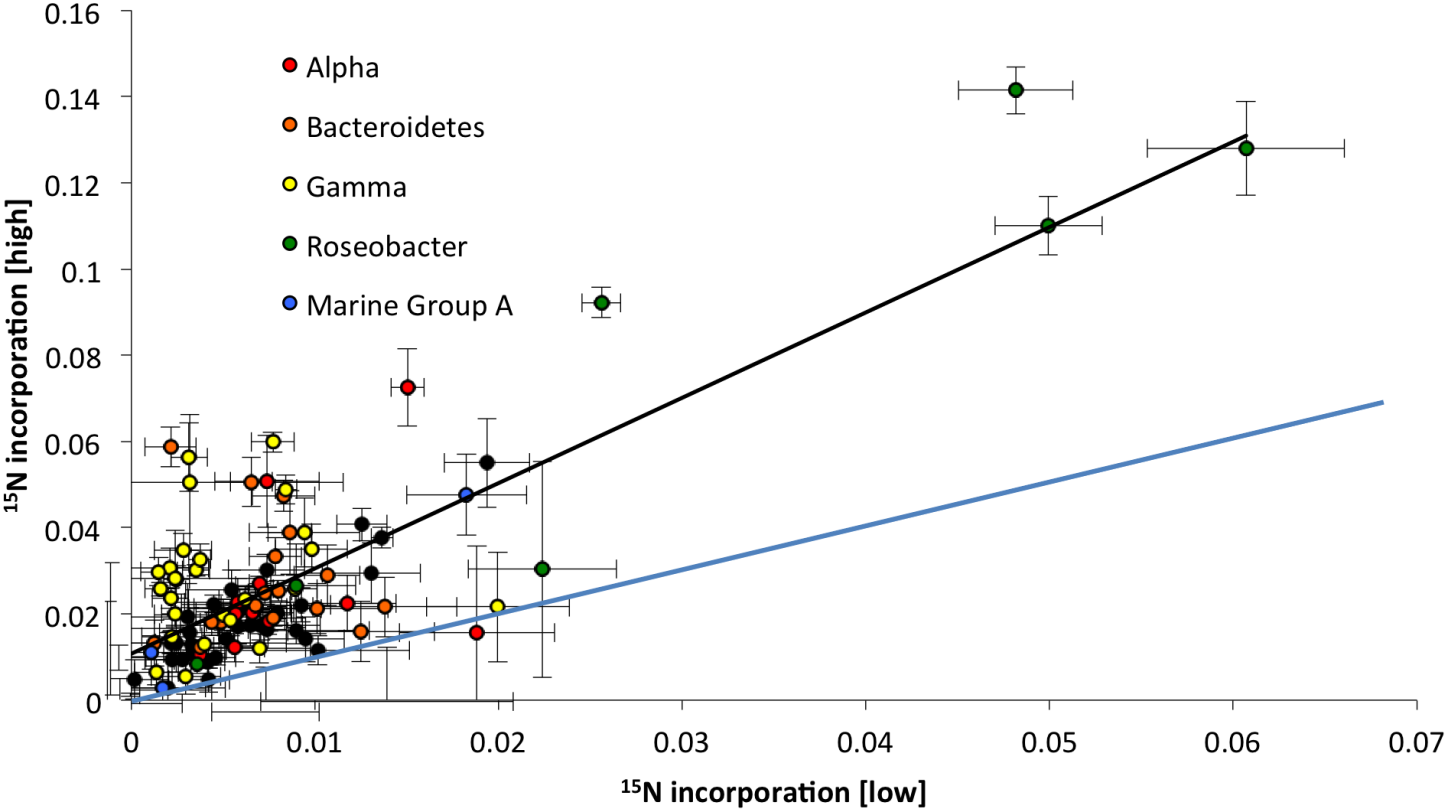
Pairwise comparisons of isotopic incorporation of ^15^N labeled AAs by 107 16S rRNA phylotypes from SF Bay at two concentrations (high, 5 micromolar and low, 50 nanomolar). Each data point represents the HCE (hybridization corrected enrichment) for a probe set (the slope of delta permil divided by fluorescence). Error bars indicate two standard errors of the slope calculation. The black line represents the linear regression and the blue the 1 to l line.

The response of the domain-specific probes indicated that Bacteria and Archaea increased their AA incorporation with increasing concentrations (Fig. 2a, 2b). 

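HCE of Bacteria was higher at each step of concentration. HCE of the domain-specific probes was 0.0126 (SE 0.00137) at low, 0.0316 (SE 0.00265) at medium and 0.0407 (SE 0.00377) at high. The medium line differed from the low line (F test of 2 lines against 1, n = 25 probes, p = 1.40e-14) and the high line from the medium line (n = 25, p = 0.000188). All 25 probes had more label at high than at medium, with a median difference of 137 permil, and 14 of 25 had more at medium than at low, where the median permil was 283 and 287. Archaea had HCE of 0.00793 (SE 0.000768) at low, 0.0158 (SE 0.00155) at medium and 0.0202 (SE 0.00137) at high. The test was passed from low to medium (n = 25, p = 1.27e-08) and from medium to high (n = 25, p = 0.00938). With slopes alone compared, the step of Bacteria from medium to high was not past the threshold (n = 25, p = 0.0523). With full lines, that of Archaea was 0.00286 against 0.00438 and not past it without the brightest probe. With a single fluorescence array for all concentrations, the difference in HCE of Archaea from low to medium was 0.000892 on the medium and high array (n = 25, p = 0.11) and 0.000579 on the low array (n = 25, p = 0.18). That of Bacteria was 0.0141 and 0.00843 on these arrays and 0.00669 after quantile normalization, past the test in each.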

In other words, as the concentration of added labeled substrate increased, isotopic incorporation increased. Eukaryotic AA incorporation was near the detection limit at the low concentration (and not considered significantly enriched by our conservative criteria) and was positive at the medium and high concentrations (Fig. 2c). 

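Eukarya had the lowest HCE of the domain-specific sets. The slope at low was −7.06e-05 (SE 0.000529), not enriched, against 0.00151 (SE 0.000479) at medium and 0.00128 (SE 0.000402) at high, both enriched. The line at medium differed from that at low (n = 25 probes, p = 0.00737). The lines at high and medium also differed (n = 25, p = 0.0223), with no higher slope at high; 20 of the 25 probes had more label at high, by a median of 24.6 permil. Spots of 2 kinds weigh on the slope at low. On the low array 11 of the 25 probes were at or over 60000 fluorescence units, near the scanner's ceiling, and 2 probes had strongly negative values, −142 and −66.8 permil. With slopes alone, high and medium did not differ (n = 25, p = 0.717), and with the low array for all concentrations the difference between them turned to 0.000179 and the step from low to medium lost the threshold (n = 25, p = 0.067). Without the saturated probes, with 13 left, both steps lost it, at differences of 0.00197 from low to medium, against 0.00158 with all probes, and −3.73e-05 from medium to high. Without the 2 negative probes, left out after their values were seen, HCE at low was 0.000511 (SE 0.000200) and met the criterion for enrichment.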

The data for the three probe sets for bacterial orders/genus (*Alteromonadales*, *Rhodobacterales*, *Polaribacters*) allowed us to begin to split the bacterial response detected at the domain level into more specific components. These data revealed that the probes for these lower phylogenetic groups did not necessarily respond similarly to the Bacteria-specific probe set. 

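The probe set for Alteromonadales, an order of Gamma Proteobacteria that often blooms in bottles, had HCE of 0.00980 (SE 0.00197) at low, 0.0126 (SE 0.00407) at medium and 0.0351 (SE 0.00576) at high. The rise from medium to high was 0.0225 (95% interval 0.00829 to 0.0367) and the lines differed (n = 25 probes, p = 0.00328). From low to medium the lines differed as well (n = 25, p = 0.00695), while the difference in slope was 0.00282 (95% interval −0.00628 to 0.0119) and not past the test when slopes alone were compared (n = 25, p = 0.519). That small difference turned negative with a single fluorescence array for all concentrations, at −0.00112 on the medium and high array and −0.0021 on the low array. The set altero_1 shares 18 of its 25 probe sequences with this one and had HCE of 0.00373 at low, 0.0364 at medium and 0.0327 at high, and its difference from low to medium was 0.0105 and not past the test without the brightest probe. With overlapping probes averaged, the difference of the Alteromonadales set from medium to high was 0.0197 and not past the test either.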

*Alteromonadales* increased their isotopic incorporation with increasing substrate concentration (Fig. 2d), as the general Bacterial domain probes did. However, *Rhodobacterales* and *Polaribacters* showed no significant increase in isotopic incorporation from the medium to the high concentration treatment (Fig. 2e, 2f).

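In the Rhodobacterales set, HCE at high exceeded HCE at medium, which was 0.138 (SE 0.00798), by 0.00365 (95% interval −0.0158 to 0.0231). Slopes alone did not differ (n = 25 probes, p = 0.707). The full lines did (n = 25, p = 0.000516), and 24 of the 25 probes had more label at high, by a median of 240 permil, at about the same slope. Without the brightest probe the difference in HCE turned to −0.00895, with lines that still differed, and with overlapping probes averaged to −0.00601. From low, with an HCE of 0.0481 (SE 0.00311), to medium the slope rose by 0.0896 (n = 25, p = 3.20e-18), by 0.0591 with the medium and high array for all concentrations and by 0.0311 with the low array. Only 6 of the 25 probes had a higher permil at medium than at low, and the low fluorescence of the 25 was a median of 2.26 times that of the medium and high array. In Polaribacter, a flavobacterial genus, HCE was 0.00439 (SE 0.000658) at low, 0.0133 (SE 0.00158) at medium and 0.0181 (SE 0.00304) at high. The lines differed from low to medium (n = 25, p = 4.51e-07) and not from medium to high (n = 25, p = 0.0545), where 18 of 25 probes had more label at high. From low to medium 13 of 25 had more label, by a median of 1.26 permil, and the difference in HCE of 0.00887 was 0.00362 with the low array for all concentrations. The step from medium to high passed when concentrations were swapped within probes (permutation p = 0.011), with that array (n = 25, p = 0.014) and without the brightest probe. Swapped within probes, the step from low to medium passed as well, at a larger p than the line test gave (permutation p = 0.022).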

**Figure 2:**
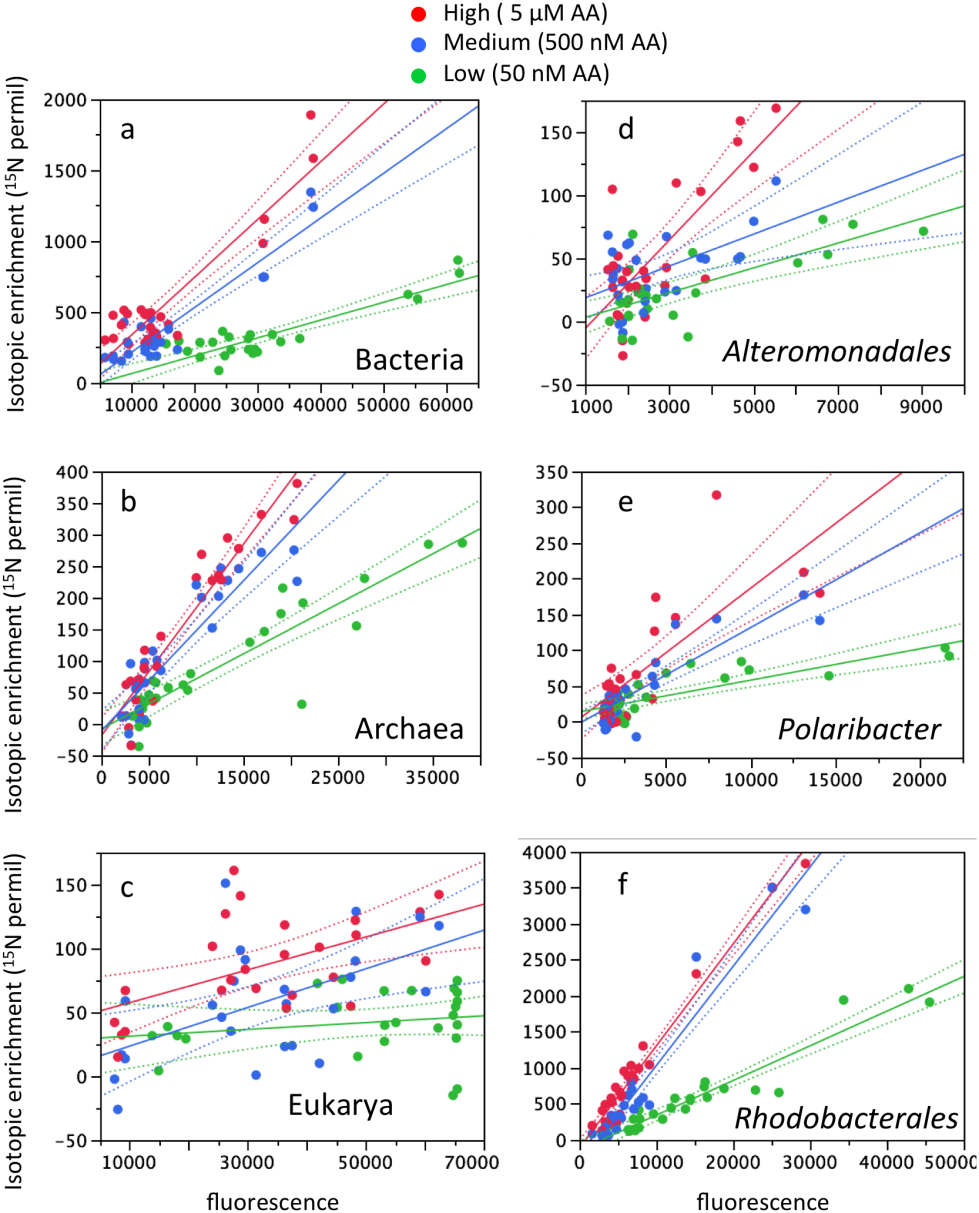
Response of taxa targeted by domain-specific (a–c) and genus or order specific (d–f) probes to increasing amino acid concentrations (red = high, blue = medium, green = low). Data points are for individual probes. Solid lines represent the linear regression and dotted lines are 95% confidence intervals.

In general, the taxon-specific isotope incorporation responses to increasing AA availability spanned a continuous range, from organisms that exhibited no increased incorporation with increasing concentrations, to those with increased incorporation as AA availability increased. 

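Among the 72 probe sets enriched at both ends, HCE at high over HCE at low ranged from 1.14 in the archaeal set crenarch_1 to 17.9 in gamma_17, with a median of 3.28 and quartiles of 2.53 and 4.12. From low to medium the median ratio was 2.44 over 73 sets, from 1.22 in flavo_13, where HCE at medium was the lower with the low array scaled by the median ratio, with quantile normalization and without the brightest probe, to 11.6 in gamma_17. Between medium and high the median ratio was 1.22 over 87 sets, from 0.593 in alpha_7 to 4.33 in flavo_9, and it was above 1 in 64 of them. From low to medium the lines differed with a higher HCE at medium in 75 of the enriched sets and a lower one in 2, and from medium to high with a higher HCE at high in 34 and a lower one in 6. These counts include sets whose lines differ in height and not in slope. By slopes alone, HCE was higher at medium than at low in 65 sets and lower in 1, and higher at high than at medium in 21 and lower in 2. With the medium and high fluorescence array used for all concentrations, the median ratio of medium over low was 1.65 (95% bootstrap interval 1.53 to 1.80) and the lines differed with a higher HCE at medium in 57 sets.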

For the sake of conceptual understanding, we split this continuum into discrete categories, which were identified based on statistical tests of significantly different isotopic incorporation for the three AA concentrations. The maximum number of potential categories was inherently limited by the number of substrate concentrations tested. With a greater number of AA concentrations, we likely would have identified more response categories. The statistical tests that we carried out led to the classification of three main responses to increasing substrate concentrations. First, about one third of the taxa (32/107) exhibited no difference in isotopic incorporation among the three concentrations (Fig. 3a). 

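The null pattern H≈M≈L was found in 14 of 105 probe sets, from 9 taxon groups. The other Alpha Proteobacteria held 3 of them, and the Roseobacter, the Bacteroidetes and the Gamma Proteobacteria 2 each. The archaeal set crenarch_1 had HCE of 0.0101 (SE 0.00247) at low, 0.0186 (SE 0.00363) at medium and 0.0115 (SE 0.00331) at high (3 lines against 1, n = 25 probes, p = 0.130). The set wolbach_1, named for an intracellular alphaproteobacterium, had 0.00696 (SE 0.00278), 0.00864 (SE 0.00385) and 0.0120 (SE 0.00343) in the same order (n = 25, p = 0.381). From low to medium, crenarch_1 passed with the low array for all concentrations, the low array scaled by the median ratio, quantile normalization, normexp, overlapping probes averaged and, added after the data were seen, the first scanner block, and wolbach_1 without its brightest probe and with overlapping probes averaged. A further 8 sets were not enriched at any concentration and were given no pattern. The count depended on the fluorescence: it was 22 with the low array for all concentrations and 30 after quantile normalization of both arrays.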

We classified this strategy as “H≈M≈L” (high≈medium≈low). In some of these cases, isotopic incorporation was very low (near our detection limit) due to low activity by those taxa, so our method likely could not have detected differential incorporation even if it were occurring. However, in other cases, activity was substantially above background and also did not increase with increased substrate availability. 

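Of the 14 sets with the pattern H≈M≈L, 7 were enriched at all 3 concentrations, and 4 had an HCE at high above the median of all sets. The highest HCE at high was 0.0304 in roseo_4, with a standard error of 0.0251. Only roseo_3 was both enriched throughout and above that median at high, with HCE of 0.00897 (SE 0.00326) at low, 0.0171 (SE 0.00599) at medium and 0.0266 (SE 0.00971) at high (n = 25 probes, p = 0.309). The set colwel_1, named for a genus of cold-adapted Gamma Proteobacteria, had 0.0200 (SE 0.00388), 0.0267 (SE 0.0114) and 0.0216 (SE 0.0128), and was not enriched at high (3 lines, n = 25, p = 0.0842; medium against low, n = 25, p = 0.0103, with HCE lower at medium when the low array was scaled, with quantile normalization and without the brightest probe). A test that does not pass here does not show that the slopes were equal.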

Our interpretation of this phenomenon is that the microbial populations were saturated at the lower concentration, and adding more substrate did not increase incorporation. Another non-mutually exclusive possibility is that another nutrient was limiting to their growth, although this is less likely in a nutrient-rich eutrophic ecosystem such as San Francisco Bay. We interpret this strategy (H≈M≈L) to be analogous to oligotrophy, keeping in mind that trophic strategy is a relative measure. In other words, an organism showing this response is only an oligotroph when compared to another with a different response, and this would change depending on the ecosystem, the substrate, and the concentrations tested. For example, a copiotroph in our sampled eutrophic estuary would be considered an oligotroph relative to *E. coli* growing in the laboratory, and an oligotroph in SF Bay might be considered a copiotroph compared to a very slow growing microbe in the open ocean.

**Figure 3:**
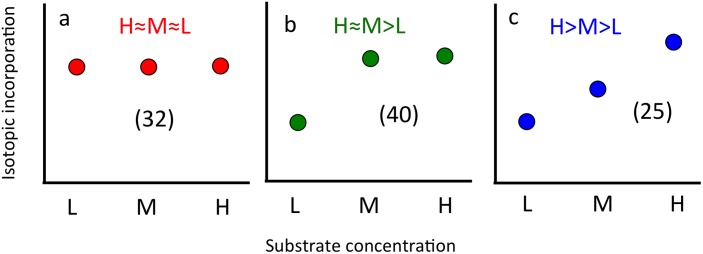
Three different types of microbial responses to resource availability identified by measuring isotopic incorporation of amino acids at High, Medium, and Low concentrations in SF Bay, with the numbers of taxa identified in parentheses.

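A higher HCE at medium than at low, with lines that did not differ between medium and high, was found in 38 of 105 probe sets, more than any other pattern except with quantile normalization and with overlapping probes averaged, where H≈M≈L was more frequent. Gamma Proteobacteria made up 14 of these and the other Alpha Proteobacteria 6. In gamma_14 HCE rose 7.33-fold to medium, where it had an SE of 0.00254, and was 0.0599 (SE 0.00235) at high (from low to medium, n = 25 probes, p = 9.53e-22; from medium to high, n = 25, p = 0.603). The set gamma_1 had 0.00841 (SE 0.000591), 0.0498 (SE 0.00343) and 0.0489 (SE 0.00339) in the same order, and altero_1 a 9.77-fold rise to medium, at 0.0327 in HCE, that was 0.0105 and not past the test without its brightest probe. In the most active set of this kind, roseo_5, the rise from low to medium was 2.03-fold (n = 25, p = 1.84e-06), and with the medium and high fluorescence array for all concentrations the difference in HCE turned to −0.00226.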

The second identified trophic strategy included 40 phylotypes that exhibited increased incorporation at the medium (M) concentration compared to the low (L) but then were saturated or limited by another nutrient (H≈M>L, Figs. 3b). Physiologically, this indicates that AA incorporation was not saturated at the two lower concentrations but only at the highest concentration. We consider these taxa to be of intermediate trophy, able to respond to additions of 500 nM AAs, as compared to the relatively oligotrophic H≈M≈L strategy. 

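HCE was higher at both steps, with lines that differed, in 30 of 105 probe sets, 10 of them Bacteroidetes and 5 Gamma Proteobacteria. In the flavobacterial set flavo_15 it was 0.00652 (SE 0.00116) at low, 0.0240 (SE 0.00384) at medium and 0.0506 (SE 0.00570) at high, a 2.11-fold rise in the last step (n = 25 probes, p = 2.14e-08). The set flavo_9 had the steepest last step of the sets enriched at both, from 0.0136 (SE 0.00193) to 0.0587 (SE 0.00465; n = 25, p = 1.38e-14). In gamma_17 HCE rose 1.54-fold from medium to high (n = 25, p = 0.00051), and in alpha_2 2.39-fold (n = 25, p = 0.0475). Without the brightest probe this step of alpha_2 lost the threshold, at a difference of 0.0305 against 0.0295. The step of alpha_2 from low to medium was not past the test with slopes alone (n = 25, p = 0.136). With overlapping probes averaged that step turned to −0.0111, the last step lost the threshold in alpha_2 (0.00919) and flavo_15 (0.0132), and the first step lost it in flavo_15 (0.0153) and flavo_9 (0.0101). When slopes alone were compared 18 sets had this pattern, 19 had it with the medium and high fluorescence array for all concentrations, 17 after quantile normalization and 6 of 63 with overlapping probes averaged.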

The third identified group included 25 phylotypes with increased incorporation as more substrates were added (H>M>L, Figs. 3c). These organisms were not saturated at any of the concentrations tested, and we consider them to be relatively copiotrophic, able to respond to additions of 500 nM and 5 µM AAs. Since in general, additions of AAs to seawater lead to increased bacterial growth rates [30], one of our hypotheses was that highly active taxa (i.e., those with high AA incorporation) would be copiotrophs (H>M>L). 

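The 4 most active probe sets did not share a single response. In roseo_1 the slope rose 1.89-fold from low to medium (n = 25 probes, p = 1.71e-12) and 1.90-fold from medium to high (n = 25, p = 1.81e-14), the pattern H>M>L. The set alpha_12 had the same pattern, rising 3.75-fold and then 1.29-fold (n = 25, p = 0.0468 for the last step, whose difference of 0.0162 lost the threshold at 0.0132 without the brightest probe and at 0.0158 with overlapping probes averaged). The set roseo_5 did not differ between medium and high (n = 25, p = 0.443) and had the pattern H≈M>L. The family-level set rhodobacter was H>M>L by full lines and H≈M>L when slopes alone were compared. The step from low to medium rested on the fluorescence of the low array in roseo_1 and roseo_5: with the medium and high array for all concentrations the ratio of medium to low was 0.952 in roseo_1 and 0.982 in roseo_5, against 1.75 in rhodobacter.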

We found this to be the case for two out of the three *Rhodobacteriaceae* taxa, while the other taxon and the *Rhodobacteriaceae* family exhibited intermediate trophy (H≈M>L). We originally assumed that metabolic activity and the ability to incorporate increased amounts of resources might be related, because fast-growing organisms might be expected to outgrow their competitors if they are able to incorporate resources when they are in excess. Thus we hypothesized that taxa with high AA incorporation would also be able to increase their incorporation as AA concentrations increased. This hypothesis was not fully supported by the data since not all high activity taxa were categorized as H>M>L (though many of them were).

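Sets with the pattern H>M>L had a median HCE at high of 0.0286 and at least 0.0124. Those with H≈M>L had a median of 0.0199 and at least 0.00650, and those with H≈M≈L a median of 0.0165 and at least 0.00468. At low the order was different, with median HCE of 0.00701 for H>M>L, 0.00481 for H≈M>L and 0.00797 for H≈M≈L. Strategies were assigned from the same slopes, so a higher HCE at high among H>M>L sets follows in part from the definition and no test was made. The paper reads H≈M≈L as relative oligotrophy, H≈M>L as intermediate trophy and H>M>L as relative copiotrophy, and from the occurrence of more than 1 strategy among the highly active taxa it reasons that its hypothesis, that highly active taxa would raise their incorporation with concentration, did not fully hold.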

After assigning taxa to a trophic strategy as outlined above, we plotted the isotopic incorporation for the three tested AA concentrations on a ternary diagram (Fig. 4). This plot graphically depicts the ratios of three variables on an equilateral triangle. In this case, the variables are the HCE values (a measure of isotopic incorporation) under 5 µM, 500 nM, and 50 nM added AAs, and for each phylotype, the denominator is the sum of the three responses. We note that activity level (i.e., active vs. less active) is not taken into account here, but only the response to substrate concentrations (H≈M>L, etc.). Data on ternary plots were color-coded according to the defined trophic strategies as described above. The ternary plots allowed the assigned categories to be visualized, and demonstrated a clear graphical partition of H≈M>L and H>M>L, while the null hypothesis H≈M≈L was less clearly distinct.

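For the 92 enriched sets with a positive HCE at every concentration, the share of each concentration in the sum of the 3 HCE values was compared by strategy. Sets with H>M>L had a median share of 51.4% at high (quartiles 49.0% and 55.8%), 35.0% at medium and 13.8% at low. Those with H≈M>L had 44.9% at high (quartiles 41.7% and 49.4%), 42.7% at medium and 11.8% at low. The medians at high were 6.43 percentage points apart, which is in part built in, since the patterns are assigned from the same HCE values, and no test is given. Of the 38 H≈M>L sets, 24 had a higher share at high than the lowest of the H>M>L sets. That lowest share, 43.2%, belonged to rhodobacter, which had the pattern H≈M>L when slopes alone were compared. The shares at medium lay further apart, with quartiles of 38.7% and 47.2% for H≈M>L and of 30.6% and 37.6% for H>M>L. The 13 sets with H≈M≈L had shares of 43.5%, 33.7% and 23.5% at high, medium and low. The largest share at high was 78.9% in flavo_9. With the medium and high fluorescence array for all concentrations, the medians at high were 2.17 percentage points apart.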

**Figure 4:**
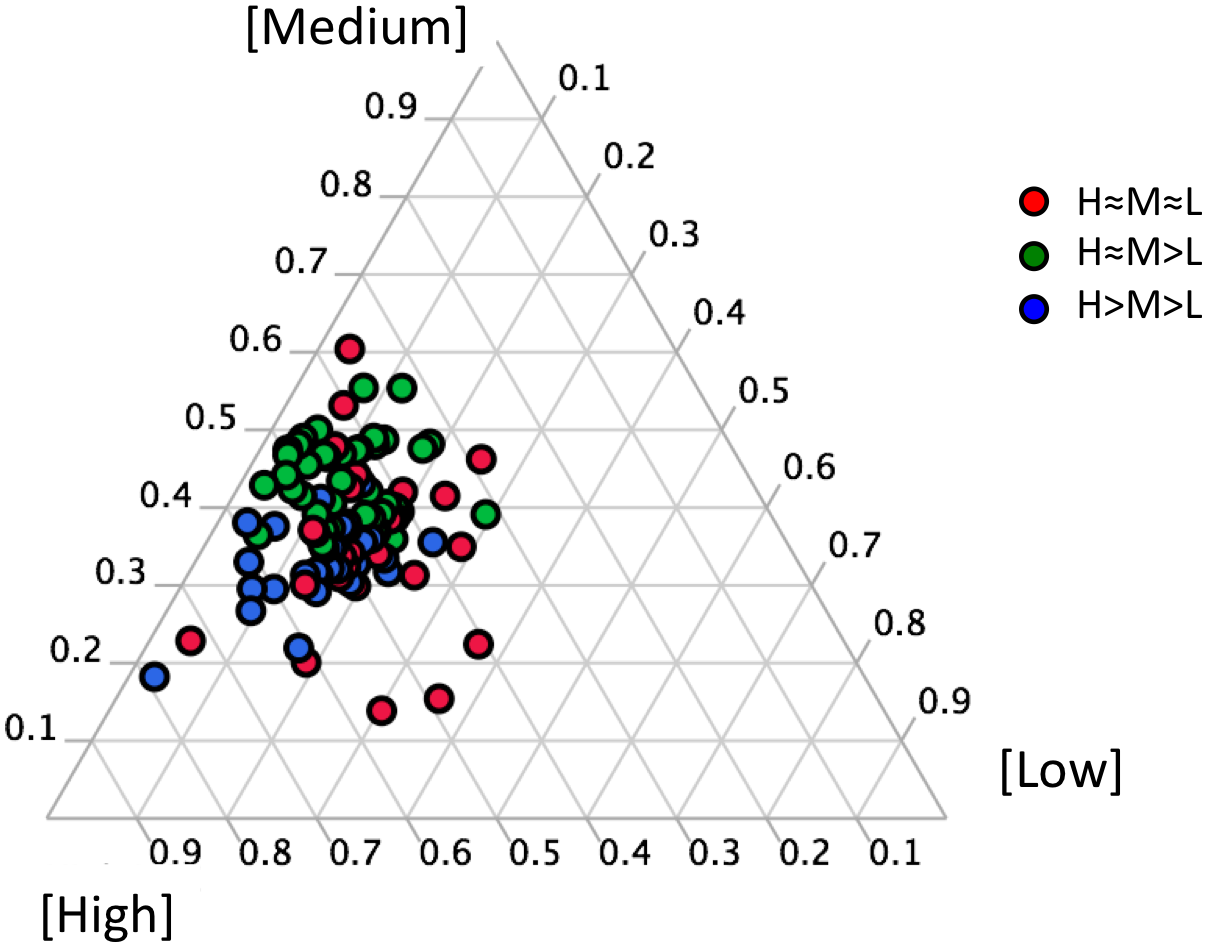
Ternary plot graphically depicting the ratios of the rRNA phylotype-specific incorporation to varying AA concentrations added to SF Bay water. Data are color-coded according to the trophic strategies identified in Fig. 3. The position of each data point in relation to the three corners represents the relative contribution of each concentration response.

### Is Trophic Strategy Related to Phylogeny?

A common assumption in microbial ecology, although controversial [31], is that evolutionarily-related organisms share some physiological attributes with one another. To examine if such a pattern existed here, we color-coded the ternary plots according to bacterial taxonomy (not shown). No obvious taxonomic pattern was evident based on a visual examination of this plot. We also statistically tested the hypothesis that trophic strategy was related to phylogeny by mapping the identified trophic guilds onto a phylogenetic tree of the 16S rRNA gene (Fig. 5). We determined whether the three trophic strategies were statistically restricted to certain parts of the phylogeny using a reshuffling analysis. 

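The tree and the parsimony scores were not used here, and sets were grouped by the names in the probe list instead, which were assigned before the data were examined. These groups include the other Alpha Proteobacteria and the other Bacteria, leftover classes in which a shared pair need not mean close kinship. Over the 86 enriched taxon-level sets in 14 groups, 111 pairs of H≈M>L sets shared a group, against 86.2 expected after shuffling strategies (one-sided permutation test, p = 0.071). For H>M>L, 57 pairs shared a group, against 39.9 expected (permutation test, p = 0.062). For H≈M≈L there were 6 pairs, against 13.2 expected (permutation test, p = 0.98). The excess for H≈M>L depended on the setting: it was 36.8 pairs with slopes alone (permutation p = 0.033) and 27.8 with the medium and high fluorescence array for all concentrations (permutation p = 0.025), but 7.87 without the brightest probe (permutation p = 0.3) and 1.17 with overlapping probes averaged (permutation p = 0.38). For H>M>L it was 21.1 pairs without the brightest probe (permutation p = 0.0092), but −1.0 with that array for all concentrations (permutation p = 0.55) and −2.16 with quantile normalization (permutation p = 0.66).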

Two of the trophic strategies (H≈M>L and H>M>L) showed a statistically significant difference from the random distribution (Fig. S2), meaning that they were phylogenetically clustered. This implies that these strategies may be under positive selective pressure in this ecosystem, an environment rich in nutrients and particles [32], [33]. 

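Strategies were set against taxonomy over 86 enriched taxon-level sets. Of 23 Gamma Proteobacteria sets, 14 (60.9%) had the pattern H≈M>L, against 33.3% of the other sets (Fisher's exact test, p = 0.0271, adjusted p = 0.244 by Benjamini-Hochberg over 27 comparisons). Of 18 Bacteroidetes sets, 10 (55.6%) had H>M>L, against 20.6% of the other sets (Fisher's exact test, p = 0.00648, adjusted p = 0.0875), and 2 (11.1%) had H≈M>L, against 48.5% (exact p = 0.00586, adjusted p = 0.0875). Of 6 chloroplast sets, 3 (50.0%) had H>M>L, against 26.2% (exact p = 0.342, adjusted p = 0.952). The Bacteroidetes sets with this pattern were 8 flavobacterial sets, sphingo_1 and bacter_3. With the broad sets counted, 15 of 26 Gamma Proteobacteria sets were enriched at low, 23 at medium and 24 at high. With the medium and high fluorescence array for all concentrations, the excess of H>M>L in Bacteroidetes was 11.1 percentage points (exact p = 0.32), and without the brightest probe the excess of H≈M>L in Gamma Proteobacteria was 3.17 percentage points (exact p = 0.81). Over 18 alternatives, the excess in Gamma Proteobacteria ranged from 3.17 to 53.9 percentage points and that in Bacteroidetes from 3.96 to 35.7.

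**Figure D3:**
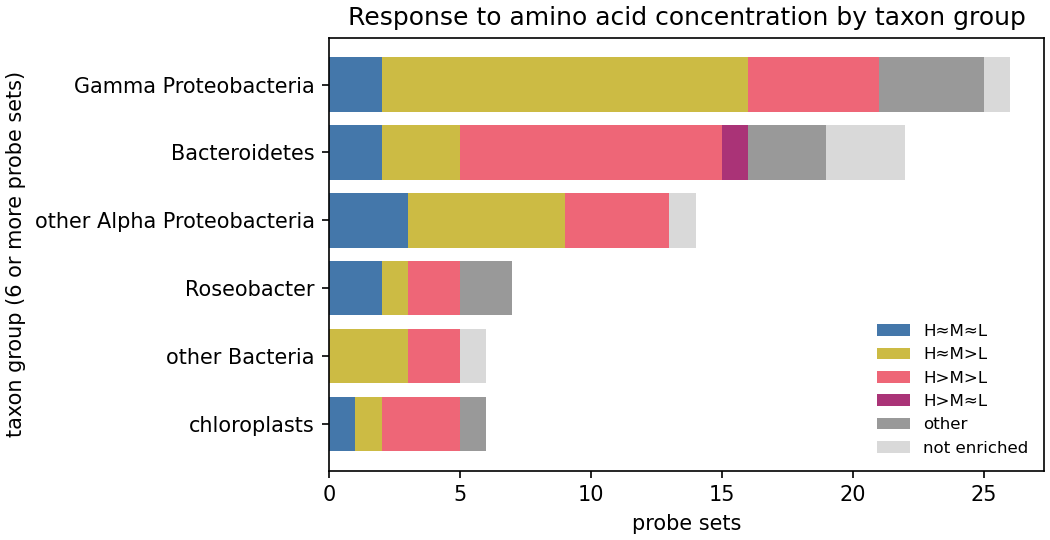
Number of probe sets (x axis) with each response, for the taxon groups with 6 or more probe sets (y axis), broad sets included. Bars are divided by pattern, with sets of other patterns and sets not enriched at any concentration shown in grey; the pattern H≈M>L takes 14 of the 26 Gamma Proteobacteria sets and H>M>L takes 10 of the 22 Bacteroidetes sets.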

In terms of taxonomic information, the intermediate strategy (H≈M>L) was more frequent in the Gamma Proteobacteria while the more copiotrophic strategy (H>M>L) was more frequent within the Bacteroidetes and chloroplasts (the latter is a marker for phototrophic eukaryotes). This is consistent with previous findings that Bacteroidetes are numerically enriched during algal blooms, when organic matter is in high supply [34], [35]. The finding that eukaryotes were copiotrophic for AA incorporation was more unexpected. It is known that eukaryotes incorporate dissolved organic nitrogen [36], [37], and previous work has shown copiotrophy by larger size fractions (mostly eukaryotes) for ammonium and phosphate [3]. 

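Label in chloroplast ribosomal RNA stands for phototrophic eukaryotes, and 5 of the 6 chloroplast sets were enriched at low, 6 at medium and 5 at high. The set chlorella_pl, named for a green alga, had HCE of 0.00634 (SE 0.000432) at low, 0.0155 (SE 0.00112) at medium and 0.0226 (SE 0.00110) at high, a rise at both steps (n = 25 probes, p = 7.39e-10 and p = 3.09e-06). The sets plastid_3 and plastid_5 rose at both steps too, reaching 0.0141 (SE 0.000889) and 0.0126 (SE 0.00108) at high. The set plastid_4 had 0.0136 at medium and 0.0133 at high, with lines that did not differ (n = 25, p = 0.390). In plastid_2 the 3 lines did not differ (n = 25, p = 0.0728), whereas the 3 slopes did (slopes alone, n = 25, p = 0.0301). Its lines at high and low also differed (n = 25, p = 0.0174), with HCE of 0.0170 and 0.00577. The set plastid_1 had its highest HCE at medium, 0.0170 (SE 0.00386), against 0.00477 (SE 0.00452) at high (n = 25, p = 0.0162). That difference turned to 0.000908 without its brightest probe and lost the threshold at −0.00862 with overlapping probes averaged. In plastid_5 the last step was not past the test without its brightest probe, at a difference of 0.00391 against 0.00416, nor the first without dim probes, at 0.00408 against 0.00517. The step of plastid_3 from low to medium turned to −0.000281 with the medium and high fluorescence array for all concentrations. This is smaller than the SE of HCE at medium, 0.000629. The lines still differed (n = 25, p = 0.0023), in a test that takes slope and height together and so does not show a fall in slope. The domain-wide eukaryotic set had no higher slope at high than at medium, so the pattern H>M>L was found here in chloroplast sets and not in that set.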

Taken together, these previous observations are consistent with our data. More generally, the finding of some correlation between trophic strategy and 16S phylogeny is noteworthy, as it suggests that the substrate affinities of microbial transporters (at least those for AAs) are evolutionarily conserved and results in evolutionarily related organisms having similar responses to increasing substrate concentrations.

**Figure 5:**
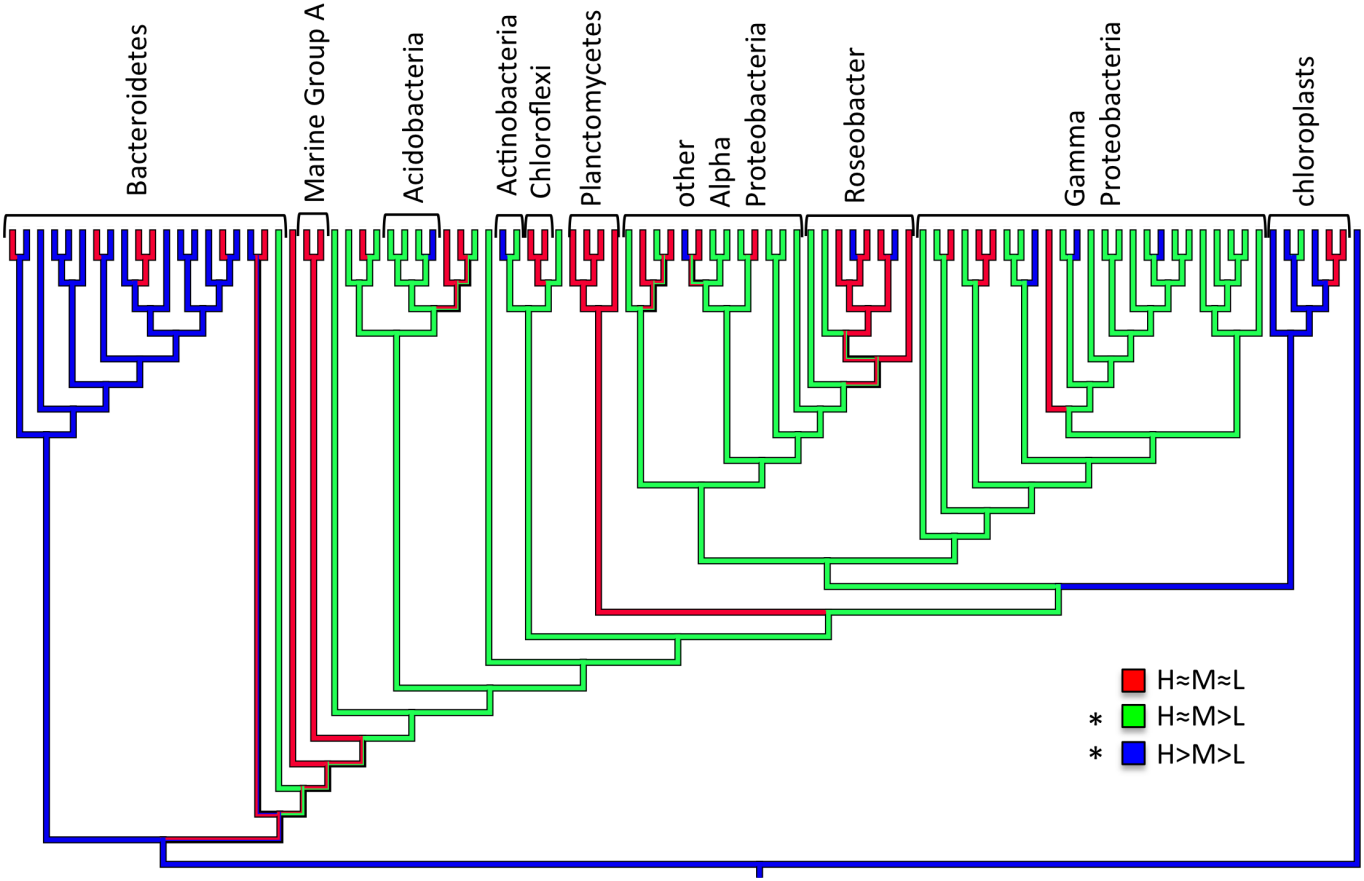
Amino acid incorporation trophic strategies mapped onto a maximum parsimony unrooted 16S rRNA gene phylogeny of taxa from a SF Bay seawater sample. Ancestral states were identified by parsimony. Asterisks indicate strategies with a statistically clustered distribution indicating a phylogenetic signal.

### Increased Categorization Enhances Conceptual Interpretation of Microbial Resource Utilization

One of the outcomes of our study is an increased number of categories of microbial resource acquisition strategies. Categorizing organisms with similar functional traits into more resource acquisition strategies allows us to strengthen our conceptual understanding of the processes they mediate, such as C and N cycling. However, the number of boxes needs to be relatively low or we lose our ability to use them conceptually. For example, we can easily conceptualize microbes based on their temperature tolerance, such as thermophiles, mesophiles, and psychrophiles [38], being adapted to high, medium, and low temperature, respectively. However, it is difficult to conceptualize ten or twenty such groups (e.g. those that prefer 70–80°C, 60–70°C, 50–60°C, etc.). Our analysis resulted in three trophic strategy guilds and two activity guilds, which allows us to retain a conceptual understanding of these functional categories without the high number of categories being too detailed to be useful.

The results presented here show that in addition to spatial and resource partitioning [39], microbial niche differentiation based on substrate availability is a factor that contributes to the maintenance of diversity in aquatic environments. In a eutrophic ecosystem, with three concentrations of one type of organic substrate, we defined more complex substrate acquisition strategies than the previously identified dichotomy of oligotrophy vs. copiotrophy. We note that although AAs are incorporated by most microbial groups, previous work has shown that assimilation of individual AAs can be quite variable and some taxa do not incorporate amino acids at detectable levels [40]. Since our experiments used a mixture of AAs, it is conceivable that our guild classifications might have been different if individual AAs were tested. The classifications would also potentially be different with other substrates, at different concentrations, during different times of the year, or in other ecosystems. Hence, the conclusions presented here are not meant to represent an absolute classification of these organisms into trophic guilds but instead to demonstrate that the well-documented concepts of oligotrophy and copiotrophy are simplifications of a continuum of responses, and perhaps more importantly, implies a relationship between activity and trophic strategy that is not universal.

The guilds identified here, which were based on both activity and response to increased substrate concentration, are critical microbial adaptations to an environment with constantly changing resource availability such as an estuary. Our analysis demonstrates that the complex substrate incorporation patterns of natural mixed microbial communities can be quantified and categorized in moderately simple classification schemes, leading to an improvement in how microbial populations are assigned to functional guilds. The categorization of microbes into an increasing number of “boxes” could be particularly valuable for biogeochemical models, where the vast diversity of bacterial heterotrophic processes [41] are typically represented in only one or two boxes. Expanding the bacterial “black box” (i.e., increasing the number of boxes to more accurately reflect the diversity of microbial responses to changing resources) should increase the accuracy and usefulness of such models. Furthermore, our quantitative approach would eventually allow these boxes to be dropped for a quantitative modeling approach, no longer needing discrete categorization. In particular, knowledge about microbial response to varying nutrient concentrations would be useful, as these are expected to change under a variety of climate change scenarios [42]. Together with new approaches to chemical characterization of organic matter complexity [43], the types of data shown here offer the possibility of testing hypotheses about critical microbial biogeochemical function. Our results quantifying the phylotype-specific response of microbial AA incorporation with increasing concentrations represents only the beginning of what we hope are many future experiments. For example, do microbial taxa exhibit the same resource use strategies for different substrates? Do taxa change their resource use strategies over time, space, or under different environmental conditions? It is clear that many of these questions must be answered before we have enough functional understanding of microbial biogeochemistry to be able to predict ecosystem-level responses to changing environmental conditions driven by both natural and anthropogenic forces.

## Supporting Information

Figure S1 (a) Hybridization Corrected Enrichment (HCE) values and (b) percent change from one value to the next lowest, for 107 taxa at the high amino acid concentration, ranked from high to low. Arrow indicates the cutoff used to delineate highly active versus less active tax, which corresponds to 50% of the maximum.
(TIF)

Figure S2 Result of phylogenetic distribution of taxa assigned to the “H≈M>L” strategy (a) and the “H>M>L” strategy (b) on the 16S phylogeny, showing the frequency distribution of parsimony scores from 1000 randomly shuffled character states. The parsimony score for the actual dataset is indicated by the arrow and was significantly different from the null distribution based on an F-test, indicating a phylogenetic signal.
(TIF)

Figure S3 Ribosomal Operational Taxonomic Units (OTUs) targeted by Chip-SIP phylogenetic microarray, including Genbank accession numbers of representative sequences, taxonomy, trophic strategy identified by amino acid incorporation at 3 concentrations, and heat map measures of relative isotopic incorporation (blue = low, black = medium, and yellow = high). *denotes highly active taxa as defined in Figure 1.
(TIF)

Table S1 List of probes specific for San Francisco Bay natural community used for Chip-SIP analyses.

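The list pairs the name of each probe with its sequence, and 2610 of the 2625 probes analysed here have one, up to 25 bases long. The probes of a set tile the target molecule and overlap: when probes sharing at least 15 bases in a row are joined, a set falls into a median of 4 groups, from 2 to 10. The 25 points of a regression are therefore fewer independent measurements than their number. In the list, 4 pairs of sets hold identical sequences: gamma_20 and gamma_5 share 20, altero_1 and alteromonadales 18, alpha_7 and alpha_8 16, and gamma_1 and gamma_17 1. Sharing most of their probes did not give gamma_20 and gamma_5 the same slopes, with HCE at high of 0.0200 and 0.00549.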

(DOCX)

## References

[1] WhitmanWB, ColemanDC, WiebeWJ (1998) Prokaryotes: the unseen majority. Proc Natl Acad Sci USA 95: 6578–6583.961845410.1073/pnas.95.12.6578PMC33863

[2] PolzMF, HuntDE, PreheimSP, WeinreichDM (2006) Patterns and mechanisms of genetic and phenotypic differentiation in marine microbes. Phil Trans R Soc B 361: 2009–2021.1706241710.1098/rstb.2006.1928PMC1764928

[3] SuttleC, FuhrmanJA, CaponeDG (1990) Rapid ammonium cycling and concentration-dependent partitioning of ammonium and phosphate: implications for carbon transfer in planktonic communities. Limnol Oceanogr 35: 424–433.

[4] Martens-HabbenaW, BerubePM, UrakawaH, de laTorreJR, StahlDA (2009) Ammonia oxidation kinetics determine niche separation of nitrifying Archaea and Bacteria. Nature 461: 976–979.1979441310.1038/nature08465

[5] AlonsoC, PernthalerJ (2006) Concentration-dependent patterns of leucine incorporation by coastal picoplankton. Appl Environ Microbiol 72: 2141–2147.1651766410.1128/AEM.72.3.2141-2147.2006PMC1393217

[6] AzamF (1998) Microbial control of oceanic carbon flux: the plot thickens. Science 280: 694–696.

[7] NissenH, NissenP, AzamF (1984) Multiphasic uptake of D-glucose by an oligotrophic marine bacterium. Mar Ecol Prog Ser 16: 155–160.

[8] StockerR, SeymourJR, SamadaniA, HuntDE, PolzMF (2008) Rapid chemotactic response enables marine bacteria to exploit ephemeral microscale nutrient patches. Proc Natl Acad Sci USA 105: 4209–4214.1833749110.1073/pnas.0709765105PMC2393791

[9] KochAL (2001) Oligotrophs versus copiotrophs. BioEssays 23: 657–661.1146221910.1002/bies.1091

[10] MorrisRM, RappeMS, ConnonSA, VerginKL, SieboldWA, et al (2002) SAR11 clade dominates ocean surface bacterioplankton communities. Nature 420: 806–810.1249094710.1038/nature01240

[11] LauroFM, McDougaldD, ThomasT, WilliamsTJ, EganS, et al (2009) The genomic basis of trophic strategy in marine bacteria. Proc Natl Acad Sci USA 106: 15527–15533.1980521010.1073/pnas.0903507106PMC2739866

[12] FuhrmanJA, AzamF (1980) Bacterioplankton secondary production estimates for coastal waters of British Columbia, Canada, Antarctica, and California, USA. Appl Environ Microbiol 39: 1085–1095.1634557710.1128/aem.39.6.1085-1095.1980PMC291487

[13] PoretskyRS, SunS, MouX, MoranMA (2010) Transporter genes expressed by coastal bacterioplankton in response to dissolved organic carbon. Envir Microbiol 12: 616–627.10.1111/j.1462-2920.2009.02102.xPMC284719219930445

[14] JørgensenNOG, KroerN, CoffinRB, YangX-H, LeeC (1993) Dissolved free amino acids, combined amino acids, and DNA as sources of carbon and nitrogen to marine bacteria. Mar Ecol Prog Ser 98: 135–148.

[15] CoffinRB (1989) Bacterial uptake of dissolved free and combined amino acids in estuarine water. Limnol Oceanogr 34: 531–542.

[16] GiovannoniSJ, TrippHJ, GivanS, PodarM, VerginKL, et al (2005) Genome streamlining in a cosmopolitan oceanic bacterium. Science 309: 1242–1245.1610988010.1126/science.1114057

[17] YoosephS, NealsonKH, RuschDB, McCrowJP, DupontCL, et al (2010) Genomic and functional adaptation in surface ocean planktonic prokaryotes. Nature 468: 60–66.2104876110.1038/nature09530

[18] SowellSM, AbrahamPE, ShahM, VerberkmoesNC, SmithDP, et al (2011) Environmental proteomics of microbial plankton in a highly productive coastal upwelling system. ISME J 5: 856–865.2106877410.1038/ismej.2010.168PMC3105774

[19] MalmstromRR, KieneRP, CottrellMT, KirchmanDL (2004) Contribution of SAR11 Bacteria to Dissolved Dimethylsulfoniopropionate and Amino Acid Uptake in the North Atlantic Ocean. Appl Environ Microbiol 70: 4129–4135.1524029210.1128/AEM.70.7.4129-4135.2004PMC444831

[20] Alonso-SáezL, GasolJM (2007) Seasonal Variations in the Contributions of Different Bacterial Groups to the Uptake of Low-Molecular-Weight Compounds in Northwestern Mediterranean Coastal Waters. Appl Environ Microbiol 73: 3528–3535.1740077210.1128/AEM.02627-06PMC1932672

[21] MayaliX, WeberPK, BrodieEL, MaberyS, HoeprichP, et al (2012) High-throughput isotopic analysis of RNA microarrays to quantify microbial resource use ISME J. 6: 1210–1221.10.1038/ismej.2011.175PMC335802122158395

[22] Singh-GassonS, GreenRD, YueY, NelsonC, BlattnerF, et al (1999) Maskless fabrication of light-directed oligonucleotide microarrays using a digital micromirror array. Nat Biotech 17: 974–978.10.1038/1366410504697

[23] Maddison WP, Madison DR (2011) Mesquite: a modular system for evolutionary analysis. 2.75 ed.

[24] BuchanA, GonzàlezJM, MoranMA (2005) Overview of the marine Roseobacter lineage. Appl Environ Microbiol 71: 5665–5677.1620447410.1128/AEM.71.10.5665-5677.2005PMC1265941

[25] NewtonRJ, GriffinLE, BowlesKM, MeileC, GiffordS, et al (2010) Genome characteristics of a generalist marine bacterial lineage. ISME J 4: 784–798.2007216210.1038/ismej.2009.150

[26] SmithEM, del GiorgioPA (2003) Low fractions of active bacteria in natural aquatic communities? Aquat Microb Ecol 31: 203–208.

[27] HammesF, VitalM, EgliT (2010) Critical evaluation of the volumetric “bottle effect” on microbial batch growth. Appl Environ Microbiol 76: 1278–1281.2002311010.1128/AEM.01914-09PMC2820953

[28] EilersH, PernthalerJ, AmannR (2000) Succession of Pelagic Marine Bacteria during Enrichment: a Close Look at Cultivation-Induced Shifts. Appl Environ Microbiol 66: 4634–4640.1105590410.1128/aem.66.11.4634-4640.2000PMC92360

[29] SchaferH, ServaisP, MuyzerG (2000) Successional changes in the genetic diversity of a marine bacterial assemblage during confinement. Arch Microbiol 173: 138–145.1079568510.1007/s002039900121

[30] KirchmanDL, RichJH (1997) Regulation of Bacterial Growth Rates by Dissolved Organic Carbon and Temperature in the Equatorial Pacific Ocean. Microb Ecol 33: 11–20.903976110.1007/s002489900003

[31] DoolittleWF, ZhaxybayevaO (2009) On the origin of prokaryotic species. Genome Res 19: 744–756.1941159910.1101/gr.086645.108

[32] KranckK, MilliganTG (1992) Characteristics of suspended particles at an 11-hour anchor station in San Francisco Bay, California. Journal of Geophysical Research: Oceans 97: 11373–11382.

[33] HollibaughJT, WongPS, MurrellMC (2000) Similarity of particle-associated and free-living bacterial communities in northern San Francisco Bay, California. Aquat Microb Ecol 21: 103–114.

[34] KirchmanDL (2002) The ecology of Cytophaga-Flavobacteria in aquatic environments. FEMS Microbiol Ecol 39: 91–100.1970918810.1111/j.1574-6941.2002.tb00910.x

[35] TeelingH, FuchsBM, BecherD, KlockowC, GardebrechtA, et al (2012) Substrate-controlled succession of marine bacterioplankton populations induced by a phytoplankton bloom. Science 336: 608–611.2255625810.1126/science.1218344

[36] BronkDA, SeeJH, BradleyP, KillbergL (2007) DON as a source of bioavailable nitrogen for phytoplankton. Biogeosciences 4: 283–296.

[37] MulhollandMR, LeeC, GlibertPM (2003) Extracellular enzyme activity and uptake of carbon and nitrogen along an estuarine salinity and nutrient gradient. Mar Ecol Prog Ser 258: 3–17.

[38] RatkowskyDA, OlleyJ, McMeekinTA, BallA (1982) Relationship between temperature and growth rate of bacterial cultures. J Bacteriol 149: 1–5.705413910.1128/jb.149.1.1-5.1982PMC216584

[39] HuntDE, DavidLA, GeversD, PreheimSP, AlmEJ, et al (2008) Resource partitioning and sympatric differentiation among closely related bacterioplankton. Science 320: 1081–1085.1849729910.1126/science.1157890

[40] SalcherMM, PoschT, PernthalerJ (2013) In situ substrate preferences of abundant bacterioplankton populations in a prealpine freshwater lake. ISME J 7: 896–907.2323528910.1038/ismej.2012.162PMC3635242

[41] Eichinger M, Poggiale JC, Sempéré R (2011) Toward a mechanistic approach to modeling bacterial DOC pathways: a review. In: Jiao N, Azam F, editors. Microbial carbon pump in the ocean. Washington D.C.: Science/AAAS.

[42] HarleyCDG, Randall HughesA, HultgrenKM, MinerBG, SorteCJB, et al (2006) The impacts of climate change in coastal marine systems. Ecol Lett 9: 228–241.1695888710.1111/j.1461-0248.2005.00871.x

[43] KujawinskiEB (2011) The impact of microbial metabolism on marine dissolved organic matter. Ann Rev Mar Sci 3: 567–599.10.1146/annurev-marine-120308-08100321329217

How the deposited data were processed for this re-analysis (not part of the article)

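Surface water of San Francisco Bay was incubated by the authors with mixed amino acids labelled with the heavy nitrogen isotope at 50 nM (low), 500 nM (medium) or 5 µM (high) for 12 h at 14 °C in the dark. RNA of 3 bottles was pooled at each concentration and hybridised to a custom array. There is 1 isotope array per concentration, and there are 2 fluorescence arrays. Fluorescence intensities were made by the authors by labelling RNA with a fluorescent dye and reading the scanned array with NimbleScan 2.6.0.0, and the deposited intensities are spot brightnesses with no background correction or normalization stated. The permil values were made by the authors from NanoSIMS images, as the isotope ratio of each spot relative to unhybridised locations of the same array, so they can be negative: 162 values at low, 280 at medium and 227 at high are. The medium array lacks 1 value, and 9 of the low values are exactly 0.

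The deposited tables hold 2625 probes in 105 sets of 25. The labels name 1 fluorescence array for medium and high and another for low. The scanner file of the low array holds 2 blocks of spots, and the deposited low intensities equal those of the second block for all 2625 probes and those of the first for 0. Median intensity was 2935 units on the medium and high array and 3971 on the low array, and 2 and 13 probes were at or above 60000 units. The number of arrays, 1 per measure, limits the precision.

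HCE was the ordinary least squares slope of permil on fluorescence over the probes of a set, with at least 10 probes required. A set was enriched when HCE minus 2 standard errors was above 0. Concentrations were compared by an F test of separate lines, slope and intercept, against 1 common line, over 3 concentrations and then over pairs, at an unadjusted threshold of 0.05 and with the direction taken from HCE. Sets enriched at 1 or more concentrations were assigned a pattern from these tests. Correlations over sets were tested with 100000 permutations. The permutation test of shares in the ternary comparison is in part built in, since patterns are assigned from the same HCE values, and its p is not reported. Taxon groups were taken from the probe set names, for 94 taxon-level and 11 broad sets. They were compared by Fisher's exact test with Benjamini-Hochberg adjustment, and clustering by permuting patterns over sets, which stands in for the reshuffling on the tree, not used here. Differences between taxon groups in log2 ratios of HCE were tested by permutation, over the sets enriched at both concentrations and over all taxon-level sets with each HCE raised to at least 2 standard errors, and intervals of medians by 10000 bootstrap draws. Confidence intervals are at 95%.

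The tests at the paper's statements, the alternatives listed first below, the taxon groups and the rule for the sets named in the text were fixed before the data were examined. The comparisons of log2 ratios between taxon groups and the tests of explanations in the closing section were added after the data were seen. The rule takes the 6 sets of Fig. 2, the 10 with the highest HCE at high, every highly active set, in each pattern the 5 with the largest sum of the 3 HCE values, among sets enriched at all 3 concentrations the 3 with the largest share at each concentration, every chloroplast set and every set the paper names. Other sets are named where a count is small or where sets share probes, and these were chosen after their values were seen.

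The alternatives were either fluorescence array for all concentrations, the low array scaled by the median ratio, quantile normalization, normexp with an offset of 50, leaving out the lowest 25% of probes by fluorescence, probes at or above 60000 units or the brightest probe, averaging probes that share at least 15 bases with at least 4 groups required, averaging the 2 scanner blocks, slopes alone, Benjamini-Hochberg or Holm adjustment, 3 standard errors, all sets assigned, the Theil-Sen slope and swapping concentrations within probes with 9999 draws. Permutation tests under alternatives used 10000 permutations. Added after the data were seen were the first scanner block, leaving out the 9 zeros, leaving out 2 Eukarya probes, leaving out the 2 sets farthest from the median HCE at low and, for the correlations of medium with low and with high, either fluorescence array for all concentrations.

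The line test and the assignment were tested on simulated data, in 20 rounds of 105 sets. With equal slopes, 6.43% of the sets passed the test and 93.6% were given the simulated pattern. With slopes in the ratio 1 to 3 to 3, 94.6% were given it, and with 1 to 3 to 6, 100%. The simulated slopes were large beside their errors, so these shares say little about small differences. Only slopes were set to differ among concentrations in the simulation, whereas the line test also responds to intercepts. Fitted intercepts differed among concentrations in real sets, as in OP3_1, with 34.8 permil at low and −22.2 permil at medium. The real probes of a set also overlap. These shares therefore do not give the rate of false passes or of correct patterns in the real sets. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.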

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

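The tests of brightness over all sets and of both explanations for Eukarya were chosen only after the result was seen, and the comparisons between taxon groups, over enriched sets and over all sets, were added after the data were seen.

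Over the sets enriched at both concentrations, the rise in HCE from low to medium was larger in Gamma Proteobacteria than in 3 other groups, among 20 comparisons of taxon groups. The mean log2 ratio of HCE at medium over low was 2.51 in 12 Gamma Proteobacteria sets and 1.18 in 15 Bacteroidetes sets, a difference of −1.33 for Bacteroidetes minus Gamma Proteobacteria (permutation test, adjusted p = 0.0016), and each of these sets had a ratio above 1. Gamma Proteobacteria minus Roseobacter, 12 sets against 4, gave 1.52 (permutation test, adjusted p = 0.02), and Gamma Proteobacteria minus the other Alpha Proteobacteria, 12 sets against 12, gave 1.03 (permutation test, adjusted p = 0.02). Enrichment depends in part on the rise itself, so the comparisons were repeated over all 24 Gamma Proteobacteria, 21 Bacteroidetes, 6 Roseobacter and 14 other Alpha Proteobacteria sets, with each HCE raised to at least 2 standard errors. Gamma Proteobacteria were higher by a log2 ratio of 1.10, 1.39 and 0.87 (permutation test, p = 0.00014, 0.0028 and 0.0072), and HCE itself was higher at medium in 23, 21, 4 and 13 sets. As a difference in HCE the larger rise was past the test against Bacteroidetes, by 0.00844 (permutation test, p = 0.0079), and not against Roseobacter (0.00468, p = 0.53) or the other Alpha Proteobacteria (0.00891, p = 0.054). These last 2 depended on the array. With the medium and high array for all concentrations they were 0.0205 and 0.0117 (permutation test, p = 0.00013 and 0.0035). With the low array they were 0.0132 and 0.00484 (permutation test, p = 6e-05 and 0.027).

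HCE was higher at medium than at low in 99 of 105 sets, and the low fluorescence array was the brighter of the 2, which lowers HCE at low. Brightness as the whole cause is argued against by the median ratio of medium over low over all sets with the medium and high array for all concentrations, 1.62 (95% interval 1.49 to 1.73, each HCE at least 2 standard errors), with 91 sets higher, and permil itself was higher at medium in 195 of the 263 brightest probes, by a median of 45.6 (34.7 to 77.6), although over all 2624 probes the median difference was −1.73 and 1263 were higher. For the Roseobacter sets and rhodobacter, where enriched at both, the median ratio with that array was 1.01, and 2 of all 6 Roseobacter sets rose, so brightness may account for their rise, with rhodobacter at 1.75 as an exception. For the larger rise in Gamma Proteobacteria than in Bacteroidetes, brightness is argued against by a log2 difference of 0.85 over all sets with that array (permutation test, p = 0.00028) and of 0.00914 in HCE (permutation test, p = 0.0013), while 1.03 over enriched sets alone decides nothing. Amino acid concentration and the hybridisation cannot be told apart, since there is 1 isotope array per concentration.

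Eukarya had no positive slope at low. Without the 2 probes of strongly negative permil, HCE at low was 0.000511 (SE 0.000200), but they were picked for these values, so a higher slope was built in and decides nothing. Without the saturated probes, which include both of them, HCE was 0.000543 (SE 0.000340) over the 13 probes left, and this test cannot tell saturation from these 2 values. Against the medium and high array, with 2 saturated probes, HCE at low was 0.000178 (SE 0.000597), still not enriched. Without the 2 negative probes it was 0.000538 (SE 0.000225) there and met the criterion. The less saturated array alone thus gave no enrichment, but its standard error is too wide to set saturation aside. A lower incorporation by Eukarya at 50 nM stays open as well and was not tested.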

How the results depend on the processing

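Of the tests in this part, those with the first scanner block, without the 9 zeros, without 2 Eukarya probes and without the 2 sets farthest from the median HCE at low were chosen only after the result was seen. Over 30 results, 381 of 432 comparisons with alternatives were counted as unchanged. For the sets named in the text 618 of 672 were, while 16 reversed, 26 lost and 12 gained the threshold. A test counted as unchanged when it passed both times in the same direction, or neither time in any direction. A count had to stay within 1.5 times. Clustering of H>M>L thus counts as unchanged at −1.0 and −2.16 pairs, with the medium and high array and quantile normalization, against 17.1. Alternatives that alter only the low values cannot change a step from medium to high. They count as unchanged there, so these shares overstate stability. The slide as a block was planned and not run, as each concentration has an isotope array of its own. Differences in HCE are medium minus low (M–L) or high minus medium (H–M), shares are percentage points over the other sets, and clustering is pairs beyond chance. With the low array for all concentrations, Archaea M–L (0.000579) and Eukarya M–L (0.00108) lost the threshold, as did H>M>L in Bacteroidetes (10.4), while Polaribacter H–M (0.00355) and clustering of H≈M>L (22.7) gained it; Eukarya H–M (0.000179), Alteromonadales M–L (−0.0021), flavo_13 H–M (−0.00583), plastid_3 M–L (−0.000217), roseo_1 M–L (−0.00191) and roseo_5 M–L (−0.00753) reversed; 22 sets were H≈M≈L and the median HCE at high was 0.0133. With the medium and high array for all, Archaea M–L (0.000892) and H>M>L in Bacteroidetes (11.1) lost the threshold, clustering of H≈M>L (27.8) gained it, the ternary difference was 2.17, 19 sets were H>M>L, and Alteromonadales (−0.00112), plastid_3 (−0.000281), roseo_1 (−0.00244) and roseo_5 (−0.00226) reversed for M–L. With the low array scaled, Alteromonadales (−0.000565), colwel_1 (−0.000133) and flavo_13 (−0.00153) reversed for M–L. With quantile normalization, Archaea M–L (0.000329) and H>M>L in Bacteroidetes (6.05) lost the threshold, clustering of H≈M>L (37.4) gained it, Alteromonadales (−0.00228), colwel_1 (−0.00294), flavo_13 (−0.00277) and plastid_3 (−0.000309) reversed for M–L, 30 sets were H≈M≈L and 17 H>M>L, and the median HCE at high was 0.0154. With overlapping probes averaged, which leaves 63 sets, 28, 42 and 43 sets were enriched at low, medium and high, 16 were H≈M>L and 6 H>M>L; the ternary difference was 4.76, Alteromonadales H–M (0.0197), H≈M>L in Gamma Proteobacteria (28.4) and H>M>L in Bacteroidetes (3.96) lost the threshold, and Alteromonadales M–L (−0.000868), Rhodobacterales H–M (−0.00601) and alpha_2 M–L (−0.0111) reversed. With slopes alone, Bacteria H–M (0.00919), Eukarya H–M (−0.000228), Alteromonadales M–L (0.00282) and Rhodobacterales H–M (0.00365) lost the threshold, clustering of H≈M>L (36.8) gained it and 18 sets were H>M>L. Without the brightest probe, Archaea H–M (0.00286) and H≈M>L in Gamma Proteobacteria (3.17) lost the threshold, Polaribacter H–M (0.00723) and clustering of H>M>L (21.1) gained it, and Alteromonadales M–L (−0.00211), Rhodobacterales H–M (−0.00895), colwel_1 M–L (−0.00847) and plastid_1 H–M (0.000908) reversed. Without dim probes, H>M>L in Bacteroidetes (22.7) lost the threshold, clustering of H≈M>L (56.9) gained it and flavo_13 H–M (−0.00481) reversed. Without saturated probes, Eukarya H–M (−3.73e-05) and M–L (0.00197) lost the threshold, and with concentrations swapped within probes Polaribacter H–M (0.00482) gained it. The ternary difference is in part built in, so its threshold enters the counts above and is not read. The cause was not tested for any of these. When overlapping probes are averaged, the 63 sets left are those with at least 4 groups, and counts are over these only. The spread of a single spot, 22.8 to 30.8 permil between identical sequences, limits sets whose permil lies near 0.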

Differences from the paper's values

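The alternatives added after the data were seen enter none of the counts set beside the paper's here.

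The paper counts 32 of its 107 phylotypes with the pattern H≈M≈L, and 14 of 105 probe sets had it here, where the paper's text names neither the post-hoc test nor the enrichment criterion. The classes also differ: the paper identified 3 strategies only, whereas here 3 sets were H>M≈L and 12 fitted no named pattern. The 2 counts are therefore not strictly alike. Of the alternatives set before the data were examined, the low fluorescence array for all concentrations (22 sets) and quantile normalization (30 sets) came within 1.5 times the paper's count. With overlapping probes averaged the count was 21 of only 63 sets; as shares, this (33.3%), the medium and high array and the low array scaled (20.0% each) also came within 1.5 times the paper's. The medium and high array for all concentrations (21), the low array scaled (21), slopes alone (20), all sets assigned (17), both scanner blocks averaged (15), leaving out dim or saturated probes and Benjamini-Hochberg and Holm adjustment (14 each), normexp (13), 3 standard errors (12) and leaving out the brightest probe (10) did not as counts.

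The paper reports no taxon with the pattern H>M≈L, and 3 sets had it here, with another 12 in no named pattern; under the alternatives of the array, the count was 11 with the medium and high array and 14 with the low array for all concentrations. The paper describes no significant increase from medium to high in Rhodobacterales, where the lines differed here (n = 25, p = 0.000516); slopes alone did not (n = 25, p = 0.707), and Polaribacter, of which the paper states the same, did not pass here by lines (n = 25, p = 0.0545) but passed when concentrations were swapped within probes (permutation p = 0.011), with the low array for all concentrations (n = 25, p = 0.014) and without the brightest probe. The paper has Alteromonadales rising over the concentrations, which passed here at both steps, although slopes alone did not differ from low to medium (n = 25, p = 0.519), the difference from low to medium turned negative with either array for all concentrations, the low array scaled, quantile normalization, overlapping probes averaged and without the brightest probe, and that from medium to high lost the threshold with overlapping probes averaged (0.0197). The paper places all highly active taxa in the Rhodobacteriaceae; the fourth set here is alpha_12, named for the Alpha Proteobacteria only. The paper gives the family set the intermediate pattern, and here it was H>M>L by full lines and H≈M>L with slopes alone, under which the 4 highly active sets have the patterns the paper states. The paper finds H≈M>L and H>M>L clustered on its tree; over taxon groups, which are not its tree, the permutation p was 0.071 and 0.062, and under 0.05 for H≈M>L with either array for all concentrations (0.025 and 0.048), quantile normalization (0.0026), without dim probes (0.0001) and with slopes alone (0.033), and for H>M>L without the brightest probe (0.0092). The permutation p for H≈M>L was 0.3 without the brightest probe and 0.38 with overlapping probes averaged, and for H>M>L it was 0.55 with the medium and high array, 0.34 with the low array and 0.66 with quantile normalization. The paper's R2 for HCE at high and low is 0.62; it was 0.566 here and 0.622 with the low array for all concentrations, both within 1.5 times, and 0.322 on log10 values and 0.125 without the 4 highly active sets, which are not. The paper calls the HCE values lognormal, and their logarithms departed from normality at high here (n = 102, p = 0.0017). Fig. 2c draws a rising line for Eukarya at low, where HCE was −7.06e-05 here.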

Other observations

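Of the tests in this part, the comparison of Bacteroidetes with Gamma Proteobacteria was added after the data were seen and picked from 20 comparisons after their results were seen.

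Acidobacteria, Verrucomicrobia and Chloroflexi, groups the text has not described, were enriched in all of their sets at all 3 concentrations (3, 2 and 2 sets). Median HCE in Acidobacteria was 0.00450 at low, 0.00809 at medium and 0.00979 at high, and the lines at medium and low differed, with a higher HCE at medium, in 3 of 3 sets. With slopes alone, medium and low differed in acido_3 (n = 25, p = 7.85e-06) and not in acido_1 (n = 25, p = 0.0977) or acido_2 (n = 25, p = 0.0938). In Verrucomicrobia the medians were 0.00542, 0.0146 and 0.0136, with the same difference from low to medium in 2 of 2 sets. In Chloroflexi the lines at high and medium differed in neither set. Of 4 Planctomycetes sets, a phylum common on particles, 2 were enriched at low and 3 at high.

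The rise from medium to high was larger in Bacteroidetes than in Gamma Proteobacteria before adjustment only, over sets enriched at both concentrations. The mean log2 ratio of HCE was 0.49 in 17 Bacteroidetes sets, 15 of them above 0, and 0.16 in 20 Gamma Proteobacteria sets, 13 of them above 0, a difference of 0.33 (permutation test, p = 0.044, adjusted p = 0.18), which fails the adjustment. Over all 21 and 24 sets, of which 16 and 16 rose, Gamma Proteobacteria minus Bacteroidetes was −0.25 in the log2 ratio with each HCE at least 2 standard errors (permutation test, p = 0.086; −0.33 and p = 0.025 with the low array for all concentrations) and −0.00238 in HCE (permutation test, p = 0.51). The difference is thus not established, and tests of set brightness (0.37 with it as a covariate), of shared probes (permutation p = 0.032 with 1 set of each sharing pair kept) and of a single set (0.23 without flavo_9, permutation p = 0.097) decide nothing about its cause.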
